A study of Mus musculus with 9 samples.

How the data were processed

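Phagocytes were isolated from the peritoneal wall of Cx3cr1 and Ccr2 double-reporter mice. Per the labels, mice received 50 µg of labelled dextran into a vein the day before, were perfused, and the tissue was digested with Liberase for 20 minutes. Cells were sorted directly into TRIzol, libraries were made from 1 ng of total RNA with a kit for low input, and reads were paired, 75 bases each. The series design states that 3 mice were sorted and carried through as 3 replicates per population, so the sort labels 1, 2A and 2B were read as animals, each giving 1 library of each population.

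The deposited values were TPM (transcript abundance scaled to a common total in every library) per gene symbol, 1 column per library, made by the authors with Salmon 0.11.3 after bcl2fastq 2.18 and cutadapt 1.8.3 on genome build mm10. How transcripts were summed to genes, the annotation and the strand of counting are not given in the sources used here. No further normalization of the deposited TPM was applied, other than in the alternatives named below. The table listed 28764 symbols, 24700 of which (85.9%) have a symbol in GENCODE M21, the annotation used here for coordinates (GRCm38, the same assembly as mm10, 1-based). TPM keeps no read counts, so depth is unknown; the number of libraries sets the precision given here, as SD or SE.

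Libraries were grouped by the population named in the column headings. The grouping recorded before the data were examined had followed the description field for the reporter-positive samples, which names the other reporter-positive population for 6 of the 9 samples. Title, source name, cell type and column heading give the same population for each of them, and these were used instead. Ccr2 and Cx3cr1 levels per library are given in the report for both readings to be judged. The comparisons, tests, 35 gene lists, the rule for naming genes and most of the alternative settings were also fixed before the data were examined.

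Values were analysed as log2(TPM + 1) in R 4.3.3 with limma 3.58.1. Genes with at least 1 TPM in at least 3 of the 9 libraries were kept (10136 genes). A linear model with a mean per population was fitted to all 9 libraries, with moderated variances following the trend of intensity (lmFit, eBayes with trend). The 3 pairwise contrasts were tested on both sides, with Benjamini-Hochberg adjustment over all genes kept, and a gene was called at adjusted p below 0.05. A moderated F test covered any difference among populations. Members of a list were also adjusted over the list alone, and these counts are given where they differ from those over all genes. Gene lists with at least 3 genes kept (30 of 35) were tested with camera in limma at a preset correlation between genes of 0.01 and, beside it, with an estimated correlation, adjusted over 90 tests.

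Gene lists covered P2X and P2Y receptors, adenosine receptors, ectoenzymes, sort gate genes, MHC class II presentation, costimulation, resident, large peritoneal cavity, CX3CR1 and lipid-associated macrophages, monocytes, dendritic cells, complement, phagocytosis, chemokines, chemoattractant receptors, integrins, inflammatory mediators, type I interferon response, iron and haem, lysosome, cell cycle, and immediate-early genes. Markers of fibroblasts, mesothelium, endothelium, skeletal muscle, adipocytes, neutrophils, eosinophils, mast cells, B cells and T and NK cells stood for other cell types, and mitochondrially encoded mRNA, listed under symbols such as ND6 and COX1, for RNA quality. Some genes stand in several lists. The rule named all P2 receptors and gate genes, and per comparison the 10 genes with the largest positive and the 10 with the largest negative log2 fold change. These had to be called, at least 10 TPM in the higher population, and without overlap between libraries, leaving out predicted genes, ribosomal protein genes and small RNAs. For each other list the rule named up to 4 called members with the smallest p or, where none was called, up to 2 with the highest mean. The libraries of the populations compared did not overlap for any called gene named in the report by either part of this rule. Some genes that the rule named are not reported here.

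The settings fixed beforehand were pseudocounts of 0.1 and 5, no filter on low values, a filter at 5 TPM, median-of-ratios scaling, TPM rescaled without mitochondrial and ribosomal protein genes, quantile normalization, the sort label as a block, only the 2 populations compared, no intensity trend, a fold change of at least 2, and leaving out each library in turn. Each changed 1 choice, except that leaving out mitochondrial and ribosomal protein genes also rescaled the listed sums. Comparing only 2 populations or leaving out a library also changed which genes passed the filter on low values, and so the genes tested. Added after seeing the data were protein-coding genes without Siglece and mitochondrial genes rescaled to the full TPM total, the sort 2A libraries left out, and the libraries of the second sort alone. As a check of pairing, deviations from the population means correlated at 0.0315 to 0.205 between libraries with the same sort label (mean 0.0791) and at -0.160 to 0.112 between others, and the mean correlation was highest with their own sort label for all 9 libraries. Taken singly, 7 of the 9 correlated best with a library of their own sort label, while CCR2-RFP 1 and CX3CR1-GFP 2B correlated best with each other (0.112). The pairing comes from the series design, and the block was run as an alternative.

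The same code was tested on simulated data of 10136 genes with the spread of these libraries. Of genes changed 2-fold, it called 41% for CCR2-RFP against double-negative, 53% for CX3CR1-GFP against double-negative and 43% for CX3CR1-GFP against CCR2-RFP, and of genes changed 4-fold 83%, 82% and 78%, with 6.06%, 6.25% and 6.92% of calls false. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Read sequences were not used here.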

Results

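RNA was measured in phagocytes of the mouse peritoneal wall, sorted into 3 populations by a green reporter at Cx3cr1, a red reporter at Ccr2, MHC class II staining and uptake of dextran given the day before. Double-negative cells carried neither reporter and no surface MHC class II, had taken up dextran, and made up 85 to 90% of CD11b-positive, Ly6G-negative cells. The labels describe them as most of the sessile resident tissue macrophages. CCR2-RFP cells, 10 to 15% of that gate, were positive for MHC class II and are labelled as migratory tissue monocytes. CX3CR1-GFP cells, 0.5 to 1.5% of the gate, were positive for MHC class II as well and are labelled as sessile resident macrophages. Each population had 3 libraries, with the sort labels 1, 2A and 2B, so every p-value rests on 3 sorted samples per population.

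Values are in TPM, given as mean ± SD (n = 3 libraries), with log2 fold changes on log2(TPM + 1). The table listed 28764 gene symbols, and the listed TPM summed to 278579 to 382828 per library, short of the total that TPM is scaled to, so it holds part of the features over which TPM was computed. Sequencing depth is unknown, since TPM keeps no count of reads, and no counting interval can be given. The listed sums were 341337 ± 16572 in double-negative, 369306 ± 13049 in CCR2-RFP and 286302 ± 13252 in CX3CR1-GFP cells. Siglece, a sialic acid-binding lectin gene at chromosome 7, 43651070 to 43660161, was listed at 114316 ± 10685, 110064 ± 6179 and 71444 ± 14412 TPM in that order. It made up 21.9% (CX3CR1-GFP 1) to 34.7% (double-negative 1) of the listed sum. Whether this value reflects transcripts of the gene itself was not tested. The ribosomal RNA Rn18s was listed at 14240 (double-negative 1) to 28075 TPM (CX3CR1-GFP 2B). Correlation across the 10136 genes kept (Pearson r of log2 values) was 0.954 to 0.964 within double-negative, 0.937 to 0.958 within CCR2-RFP and 0.904 to 0.938 within CX3CR1-GFP libraries. Between populations it was 0.879 to 0.937 for double-negative with CX3CR1-GFP, 0.829 to 0.857 for double-negative with CCR2-RFP, and 0.794 to 0.864 for CCR2-RFP with CX3CR1-GFP.

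The genes behind the sort were read first, as a check of the labels, because a gene used to choose cells is no finding between them. Ccr2, the receptor for monocyte chemoattractant proteins (chromosome 9, 124101950 to 124113557), was 95.4, 111 and 115 TPM in the CCR2-RFP libraries of sorts 1, 2A and 2B. It was 2.12, 1.65 and 4.62 TPM in double-negative and 4.29, 5.03 and 6.68 TPM in CX3CR1-GFP libraries. Cx3cr1, the fractalkine receptor (chromosome 9, 119901616 to 120069879), was 6.51, 16.4 and 4.13 TPM in CX3CR1-GFP libraries and was listed at 0 in all 6 others. The MHC class II chain gene H2-Aa was 68.2 ± 23.7 TPM in double-negative, 1841 ± 138 in CCR2-RFP and 673 ± 214 in CX3CR1-GFP cells. Cd74, the invariant chain, was 168 ± 36.6, 3096 ± 319 and 1194 ± 324 TPM, and Itgam, which encodes CD11b, was 19.3 ± 1.30, 47.0 ± 5.14 and 14.7 ± 2.52 TPM in the same order. Of the 8 sort gate genes tested, 7 were higher and 1 did not pass in CCR2-RFP against double-negative cells (camera adjusted p = 9.11e-08, and adjusted p = 0.114 with an estimated correlation). In CX3CR1-GFP against double-negative cells 5 were higher and 3 did not pass (6 higher and 1 lower when adjusted over the list alone; adjusted p = 1.31e-10, and adjusted p = 0.0718 with an estimated correlation). In CX3CR1-GFP against CCR2-RFP cells 1 was higher and 7 were lower (adjusted p = 0.00147, and adjusted p = 0.313 with an estimated correlation).

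**Figure D1:**
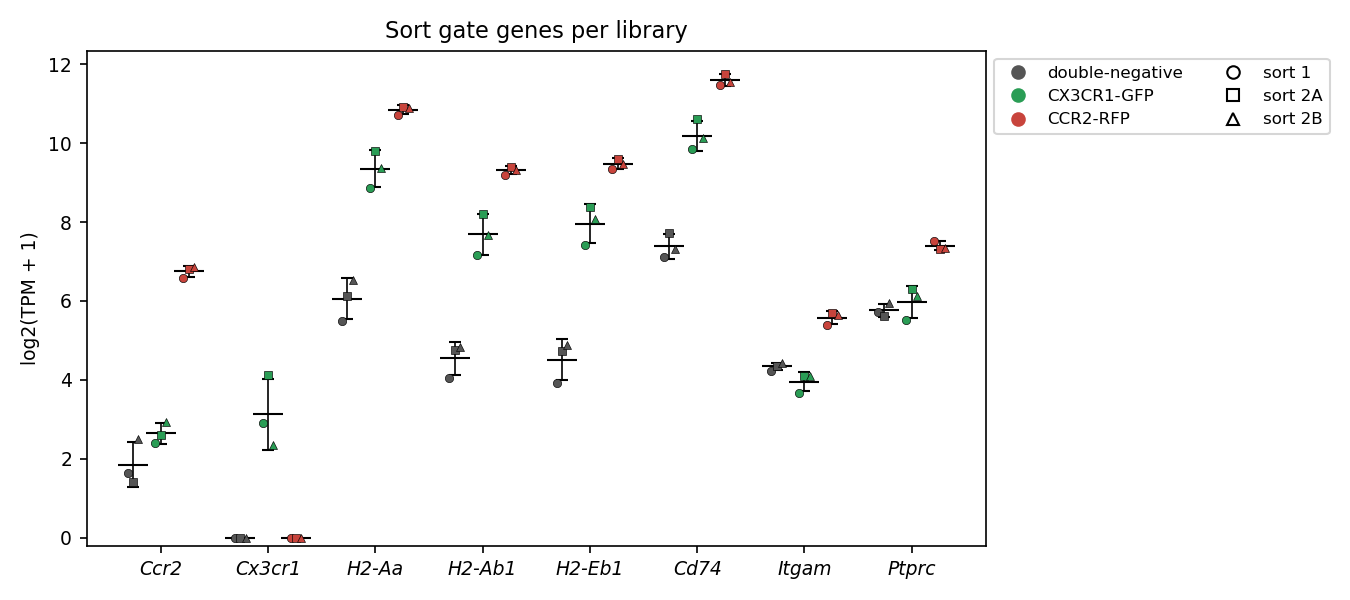
Expression of the sort gate genes per library, as log2(TPM + 1) on the vertical axis, with genes on the horizontal axis, colours for the 3 populations and marker shapes for the 3 sort labels. Ccr2 was 107 ± 10.4 TPM in CCR2-RFP libraries and Cx3cr1 was listed at 0 outside CX3CR1-GFP libraries.

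The series asks which P2 receptors, the receptors for extracellular nucleotides, each population expresses, and CCR2-RFP cells were compared with double-negative cells first. The ADP receptor gene P2ry12 was 3.75 ± 1.33 TPM in CCR2-RFP against 32.9 ± 1.66 TPM in double-negative cells, a log2 fold change of -2.88 (SE 0.207, adjusted p = 7.54e-06). P2ry13, which also encodes an ADP receptor, was 1.06 ± 1.02 against 19.5 ± 2.73 TPM (log2 fold change -3.44, SE 0.339, adjusted p = 4.43e-05). The UDP receptor gene P2ry6 was 6.15 ± 1.45 against 27.7 ± 4.40 TPM (-2.01, SE 0.196, adjusted p = 4.11e-05). P2rx7, the ATP-gated channel that needs high ATP, was 8.21 ± 1.41 against 35.6 ± 3.04 TPM (-2.00, SE 0.205, adjusted p = 5.90e-05). In the other direction, the ADP receptor gene P2ry1 was 5.67 ± 0.852 against 0.298 ± 0.262 TPM (2.37, SE 0.209, adjusted p = 2.40e-05). P2ry10, a lysophospholipid receptor gene of the P2Y family, was 4.72 ± 1.06 against 0.190 ± 0.0962 TPM (2.25, SE 0.203, adjusted p = 2.71e-05). A smaller fall was found for P2ry14, the UDP-glucose receptor gene, at 0.605 ± 0.0551 against 2.31 ± 0.577 TPM (-1.03, SE 0.228, adjusted p = 0.00757). P2rx4, a second ATP-gated channel gene, fell as well, at 19.5 ± 1.86 against 28.5 ± 1.06 TPM (-0.53, SE 0.148, adjusted p = 0.0244).

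All 8 P2 receptor genes that passed the filter on low values differed between CCR2-RFP and double-negative cells, 2 higher and 6 lower, with the same 2 and 6 when adjusted over the list alone. No library of one population overlapped the other for any of them. P2rx1, P2rx2, P2rx3, P2rx5, P2rx6, P2ry2 and P2ry4 were too low to test. By family, 2 of 2 tested P2X genes were lower, and of 6 tested P2Y genes 2 were higher and 4 lower. The P2Y list as a whole was not called (camera adjusted p = 0.0928, and adjusted p = 0.269 with an estimated correlation). P2ry1 and P2ry10 reach 1 TPM in CCR2-RFP libraries alone, so they leave the test when 1 of these is left out. The P2Y list was then called lower, at adjusted p = 1.04e-05 without CCR2-RFP 1, 9.07e-06 without CCR2-RFP 2A and 2.02e-05 without CCR2-RFP 2B (9.07e-06 to 0.285 over 22 alternatives). The count of P2 genes was 5 without CCR2-RFP 1 and 5 without CCR2-RFP 2A. The P2rx4 call was lost without double-negative 1 (adjusted p = 0.0820), double-negative 2A (0.0579), double-negative 2B (0.0605), CCR2-RFP 1 (0.0910) or CCR2-RFP 2A (0.0593), over a range of 0.00124 to 0.213.

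P2ry12 (chromosome 3, 59216272 to 59262871 of mm10), P2ry13 (59207892 to 59210882) and P2ry14 (59113855 to 59153618) lie on the minus strand within the span of Med12l, a plus-strand gene (59005825 to 59318682). Med12l itself was 0.0144 to 0.699 TPM over the 9 libraries, and of the exon bases of P2ry12, P2ry13 and P2ry14 it shares 9, 0 and 0. P2ry1 lies apart on chromosome 3 (61002795 to 61008982), P2ry6 on chromosome 7 (100937630 to 100974649) and P2ry10 on the X chromosome (107088492 to 107104974). P2rx7 (122643911 to 122691432) and P2rx4 (122707544 to 122729738) are neighbours on chromosome 5.

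**Figure D2:**
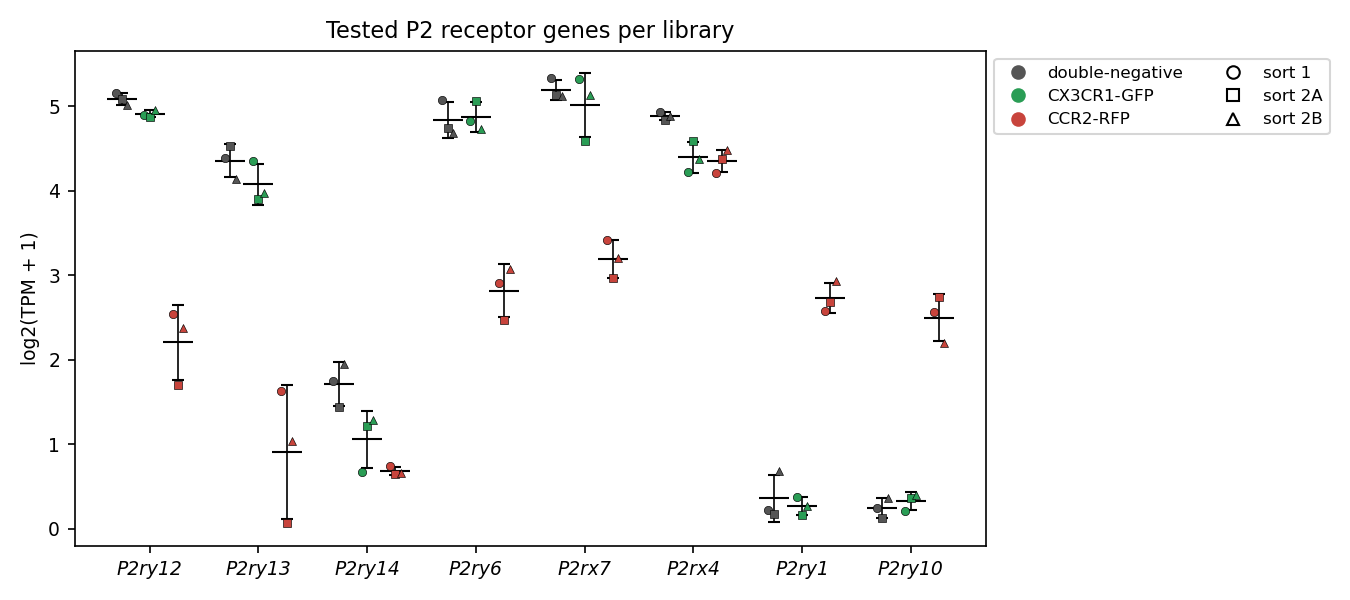
P2 receptor expression per library, as log2(TPM + 1) on the vertical axis, for the genes that passed the filter on low values, with colours for the 3 populations and marker shapes for the 3 sort labels. P2ry12 was 32.9 ± 1.66 TPM in double-negative, 3.75 ± 1.33 in CCR2-RFP and 29.0 ± 0.825 in CX3CR1-GFP cells (SD, n = 3).

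Genes for adenosine receptors and for ectoenzymes that break down nucleotides or NAD also differed. Both adenosine receptor genes tested were higher in CCR2-RFP cells, Adora2b at 8.51 ± 2.49 against 1.61 ± 0.336 TPM (1.84, adjusted p = 0.000422). Adora3 was 1.74 ± 0.563 against 0.215 ± 0.268 TPM (1.17, adjusted p = 0.00479). All 4 ectoenzyme genes tested were lower. Among them, Cd38, whose product hydrolyses NAD, was 1.45 ± 0.735 against 19.3 ± 3.28 TPM (-3.08, adjusted p = 1.55e-05). Entpd1, which encodes the ATP and ADP hydrolase CD39, was 10.4 ± 1.22 against 18.8 ± 1.06 TPM (-0.80, adjusted p = 0.00342). As a list the ectoenzymes were lower (camera adjusted p = 0.000179, and adjusted p = 0.0659 with an estimated correlation).

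Beyond the nucleotide receptors, the named genes with the largest rises in CCR2-RFP cells included the gate genes H2-Eb1, Ccr2, H2-Aa and H2-Ab1. Ear2, Lyz1, Tnip3 and Il1b were among the others. Lyz1, a lysozyme gene (chromosome 10, 117287797 to 117292868), was 1046 ± 131 against 30.4 ± 21.3 TPM (5.25, SE 0.437, adjusted p = 1.78e-05). Il1b, which encodes the inflammatory cytokine IL-1 beta, was 227 ± 37.2 against 7.52 ± 2.10 TPM (4.76, SE 0.361, adjusted p = 1.01e-05). Ear2, a ribonuclease gene first described in eosinophils, was 335 ± 98.2 against 7.39 ± 7.96 TPM (5.70, SE 0.711, adjusted p = 0.000213). Tnip3 was 77.2 ± 1.13 against 1.95 ± 2.39 TPM (5.02, SE 0.485, adjusted p = 3.97e-05). Reads of Lyz1 and Lyz2, and of the Ear genes, are partly shared between paralogs, so the split within each family is uncertain. Among the largest falls were Ccl8, a monocyte chemoattractant gene, at 8.91 ± 6.66 against 171 ± 71.8 TPM (-4.27, adjusted p = 0.000123), and the scavenger receptor gene Colec12, at 2.15 ± 1.07 against 55.7 ± 1.46 TPM (-4.22, SE 0.235, adjusted p = 2.83e-06). The iron exporter gene Slc40a1 was 1.16 ± 0.776 against 30.5 ± 5.11 TPM (-3.92, adjusted p = 5.22e-06).

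Resident macrophage genes and several lists beside them were lower in CCR2-RFP than in double-negative cells. Of 25 resident macrophage genes tested, 22 were lower and 3 did not pass (23 lower when adjusted over the list alone; camera adjusted p = 6.20e-20, and adjusted p = 0.0614 with an estimated correlation). The transcription factor gene Maf was 31.2 ± 6.14 against 165 ± 13.7 TPM and the haemoglobin scavenger receptor gene Cd163 was 46.6 ± 4.19 against 154 ± 4.02 TPM. Csf1r, the receptor for the macrophage growth factor CSF-1, was 63.4 ± 3.77 against 207 ± 29.4 TPM. Iron and haem genes gave 11 lower and 2 not passed of 13 (1 higher and 11 lower when adjusted over the list alone), including Hmox1, the haem oxygenase gene, at 32.6 ± 5.83 against 84.4 ± 9.71 TPM (adjusted p = 1.37e-08, and adjusted p = 0.0548 with an estimated correlation). Complement genes gave 2 higher, 11 lower and 4 not passed of 17 (3 higher and 13 lower when adjusted over the list alone), with C1qc at 74.4 ± 5.76 against 336 ± 15.5 TPM, and this call held with an estimated correlation (adjusted p = 9.11e-08 and 0.0454). Phagocytosis and scavenger receptor genes gave 4 higher, 15 lower and 4 not passed of 23 (5 higher and 15 lower when adjusted over the list alone; adjusted p = 2.15e-06, and 0.0454 with an estimated correlation). Mrc1, the mannose receptor gene, was 114 ± 4.95 against 348 ± 16.7 TPM. The CX3CR1 macrophage and microglia-associated list gave 1 higher, 8 lower and 4 not passed of 13, Fcrls being the gene that was higher, at 139 ± 13.7 against 31.1 ± 5.44 TPM (adjusted p = 1.22e-06, and adjusted p = 0.0812 with an estimated correlation).

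Lysosome genes gave 3 higher, 12 lower and 8 not passed of 23 (3 higher and 13 lower when adjusted over the list alone; adjusted p = 6.75e-05, and adjusted p = 0.1 with an estimated correlation). The protease gene Ctsb was 160 ± 28.0 against 560 ± 25.6 TPM. Type I interferon response genes gave 9 lower and 10 not passed of 19 (12 lower when adjusted over the list alone; adjusted p = 6.22e-06, and adjusted p = 0.0655 with an estimated correlation). Oasl2 was 2.13 ± 0.482 against 10.8 ± 0.903 TPM.

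Monocyte, dendritic cell, adhesion and cytokine lists were higher in CCR2-RFP cells. The monocyte list, which contains the gate gene Ccr2, gave 12 higher and 4 not passed of 16 (adjusted p = 7.83e-07, and adjusted p = 0.0659 with an estimated correlation). S100a4, a calcium-binding protein gene, was 240 ± 35.5 against 45.3 ± 9.48 TPM. Conventional dendritic cell genes gave 12 higher, 3 lower and 4 not passed of 19 (12 higher and 4 lower when adjusted over the list alone), with Cd24a at 82.0 ± 6.20 against 5.79 ± 2.33 TPM and the transcription factor gene Batf3 at 21.1 ± 2.91 against 2.91 ± 0.384 TPM, but the lectin gene Clec10a at 33.6 ± 9.40 against 189 ± 21.2 TPM. That list was called higher (adjusted p = 0.00359, and adjusted p = 0.0659 with an estimated correlation) except with the filter at 5 TPM, where adjusted p was 0.467 (6.10e-06 to 0.467 over 22 alternatives). Integrin and adhesion genes gave 14 higher, 2 lower and 3 not passed of 19 (adjusted p = 2.69e-05, and 0.0484 with an estimated correlation). Cd44, a hyaluronan receptor gene, was 110 ± 7.03 against 17.9 ± 1.81 TPM. Inflammatory cytokines and mediators gave 5 higher, 1 lower and 7 not passed of 13 (8 higher and 1 lower when adjusted over the list alone; adjusted p = 0.00359, and adjusted p = 0.0659 with an estimated correlation). Il6 was 83.5 ± 22.5 against 5.10 ± 1.45 TPM and Il1rn, the IL-1 receptor antagonist gene, was 32.0 ± 2.96 against 1.20 ± 0.718 TPM. MHC class II presentation genes, whose products the sort used, gave 9 higher and 2 not passed of 11 (10 higher when adjusted over the list alone; adjusted p = 2.66e-10, and adjusted p = 0.0614 with an estimated correlation). Cell cycle genes gave 7 higher and 8 not passed of 15, with Top2a at 8.91 ± 2.83 against 1.71 ± 0.338 TPM (adjusted p = 0.00151, and adjusted p = 0.269 with an estimated correlation), and the list was not called with the filter at 5 TPM (0.245, over a range of 9.16e-08 to 0.245).

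Other lists held members that went both ways. Chemokines gave 7 higher, 6 lower and 6 not passed of 19 (camera adjusted p = 0.314). Cxcl2, a neutrophil chemoattractant gene, was 112 ± 8.42 against 17.6 ± 3.11 TPM and Pf4, the platelet factor 4 gene, was 89.9 ± 29.2 against 559 ± 58.2 TPM. Chemoattractant receptors gave 3 higher, among them the gate gene Ccr2, 7 lower and 4 not passed of 14, with the leukotriene B4 receptor gene Ltb4r1 at 26.4 ± 1.39 against 0.307 ± 0.324 TPM and the C5a receptor gene C5ar1 at 28.2 ± 8.16 against 151 ± 26.1 TPM. This list was called lower (adjusted p = 0.0436, and adjusted p = 0.152 with an estimated correlation), but not without double-negative 2A (0.0506) or double-negative 2B (0.0612), over a range of 0.00112 to 0.107. Lipid-associated macrophage genes gave 5 higher, 2 lower and 4 not passed of 11 (6 higher and 2 lower when adjusted over the list alone; adjusted p = 0.213). The lipoprotein lipase gene Lpl was 325 ± 11.4 against 23.4 ± 5.77 TPM and the fatty acid transporter gene Cd36 was 85.7 ± 25.5 against 504 ± 94.6 TPM. Costimulation and activation genes gave 3 higher, 3 lower and 2 not passed of 8 (adjusted p = 0.908). Cd80 was 15.5 ± 3.05 against 4.58 ± 0.338 TPM and Cd86 was 21.7 ± 4.12 against 43.5 ± 4.51 TPM. Immediate-early and dissociation stress genes gave 3 higher, 4 lower and 13 not passed of 20 (4 higher and 4 lower when adjusted over the list alone), with Jun at 94.6 ± 13.3 against 245 ± 43.3 TPM (adjusted p = 0.262), and large peritoneal cavity macrophage genes gave 1 higher and 7 not passed of 8 (adjusted p = 0.612).

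Markers of other cell types moved with some of these groups. B cell markers gave 1 lower and 1 not passed of 2, Ighm being 13.7 ± 0.380 against 61.2 ± 12 TPM, and neutrophil markers gave 2 lower and 2 not passed of 4 (4 lower when adjusted over the list alone; adjusted p = 0.00868, and adjusted p = 0.280 with an estimated correlation; 0.0709 with no filter on low values, over a range of 0.00432 to 0.0709). T and NK cell markers gave 2 higher and 2 not passed of 4 (adjusted p = 0.0706). Il7r was 3.11 ± 0.983 against 0.0576 ± 0.0427 TPM. Eosinophil markers gave 1 higher (Ear2, above) and 1 not passed of 2. Mesothelial markers gave 1 higher and 3 not passed of 4, the higher one being Aldh1a2, a retinoic acid synthesis gene, at 23.3 ± 0.506 against 0.568 ± 0.321 TPM (adjusted p = 0.777; median log2 fold change -0.37, mean 0.57, test upward). By limma, none of 14 skeletal muscle, 8 fibroblast, 3 mast cell and 2 adipocyte markers was called, with 0, 1, 2 and 0 at unadjusted p below 0.05, and the mast cell list was not called (adjusted p = 0.263). The fibroblast list was not called either (adjusted p = 0.345), nor was the endothelial list, with 1 lower and 4 not passed of 5 (adjusted p = 0.176), but both were called without double-negative 2A, at 0.0261 (over a range of 0.0261 to 0.848) and 0.0372 (over a range of 0.0372 to 0.805). Muscle markers summed to 1459 TPM in CCR2-RFP 2A against 57.1 and 59.1 TPM in the other CCR2-RFP libraries. The muscle list (adjusted p = 0.0928) was called lower without CCR2-RFP 2A, at 2.83e-06, and with the sort label as a block, at 0.0152 (4.71e-12 to 0.483 over 22 alternatives). Mitochondrially encoded mRNA, read as a sign of RNA quality, made up 2.52 ± 0.434% of the listed sum in CCR2-RFP and 4.80 ± 0.755% in double-negative cells. Of 13 such mRNAs looked for, 8 were among the listed symbols, so these and later shares are partial. The mitochondrially encoded list gave 5 lower and 1 not passed of 6 (6 lower when adjusted over the list alone; adjusted p = 0.00147, and adjusted p = 0.336 with an estimated correlation).

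Over all 10136 genes tested, 1512 were higher and 1001 lower in CCR2-RFP than in double-negative cells, 1463 of them by at least 2-fold. Another 7623 did not pass, and 3528 in all had an unadjusted p below 0.05. The libraries of the 2 populations did not overlap for 42.7% of genes, where chance gives 10%. The count of higher genes was 988 without CCR2-RFP 2B. Ribosomal protein genes, a group read after the results were seen, gave 76 higher and 0 lower of 91, with a median log2 fold change of 0.84. The split depends on the scaling: 60.2% of calls were higher, against 49.4% with mitochondrial and ribosomal protein genes left out and the listed sums rescaled. The share was 49.4% after quantile normalization. It was 36.1% with protein-coding genes other than Siglece rescaled, which moved the median log2 fold change of all genes from 0.09 to -0.21.

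CX3CR1-GFP cells were next compared with double-negative cells, the other population labelled as sessile resident macrophages. Among the P2 receptor genes, P2ry12 was 29.0 ± 0.825 TPM in CX3CR1-GFP against 32.9 ± 1.66 TPM in double-negative cells (log2 fold change -0.17, SE 0.207) and P2ry13 was 16.0 ± 2.99 against 19.5 ± 2.73 TPM (-0.27, SE 0.339). P2ry6 was 28.4 ± 3.62 against 27.7 ± 4.40 TPM (0.04, SE 0.196) and P2rx7 31.9 ± 8.08 against 35.6 ± 3.04 TPM (-0.18, SE 0.205). By limma, 0 of the 8 tested P2 genes were called and 0 when adjusted over the list alone, with 2 at unadjusted p below 0.05. These 2 were P2rx4, at 20.1 ± 2.71 against 28.5 ± 1.06 TPM (-0.49, SE 0.148, adjusted p = 0.131), and P2ry14, at 1.12 ± 0.461 against 2.31 ± 0.577 TPM (-0.65, SE 0.228, adjusted p = 0.199). P2ry1 was 0.209 ± 0.0889 against 0.298 ± 0.262 TPM and P2ry10 was 0.256 ± 0.0909 against 0.190 ± 0.0962 TPM. The P2Y list was not called (camera adjusted p = 0.464), and adjusted over the 2 P2X genes alone P2rx4 was lower. Neither adenosine receptor gene was called, and adjusted over the 2 alone Adora2b was lower, at 0.373 ± 0.340 against 1.61 ± 0.336 TPM (-0.95, SE 0.255, adjusted p over all genes 0.0923).

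Outside the P2 receptors, the named gene that differed most from double-negative cells was Retnla, which encodes the secreted resistin-like molecule alpha (chromosome 16, 48842551 to 48844461), at 212 ± 52.2 against 4298 ± 505 TPM (-4.35, SE 0.210, adjusted p = 1.25e-05). Hpse, the heparanase gene, was 0.521 ± 0.181 against 16.4 ± 4.45 TPM (-3.49, adjusted p = 0.00218). The ficolin gene Fcna was 7.70 ± 1.77 against 73.4 ± 8.06 TPM (-3.11, adjusted p = 0.00100). The lectin gene Cd209d was 5.13 ± 1.35 against 66.7 ± 34.5 TPM (-3.37, adjusted p = 0.000597). Cd209g and Cd209b fell too, although members of this family share sequence and the split of reads between them is uncertain. Among the rises, Axl, a receptor for apoptotic cell uptake, was 13.4 ± 6.44 against 0.849 ± 0.402 TPM (2.90, SE 0.294, adjusted p = 0.000980). Lilra5, an activating leukocyte receptor gene, was 17.4 ± 4.23 against 2.06 ± 0.327 TPM (2.57, SE 0.210, adjusted p = 0.000340). Il1b was 56.4 ± 36.4 against 7.52 ± 2.10 TPM (2.61, SE 0.361, adjusted p = 0.00391). The chemokine gene Ccl4 was 58.9 ± 49.7 against 4.46 ± 1.67 TPM (3.17, SE 0.479, adjusted p = 0.00646).

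Complement was the list whose fall in CX3CR1-GFP cells held with an estimated correlation: 8 of 17 genes were lower and 9 did not pass (9 lower when adjusted over the list alone; camera adjusted p = 5.52e-08, and 0.0454 with an estimated correlation). C4b was 44.8 ± 8.72 against 292 ± 111 TPM, with reads that C4a can share, properdin (Cfp) 20.7 ± 4.93 against 56.9 ± 4.01 TPM and C6 0.622 ± 0.137 against 7.46 ± 2.29 TPM. Resident macrophage genes gave 8 lower and 17 not passed of 25 (9 lower when adjusted over the list alone; adjusted p = 1.49e-08, and adjusted p = 0.114 with an estimated correlation). Ccl24, an eosinophil chemoattractant gene, was 73.6 ± 9.70 against 162 ± 15.3 TPM. Iron and haem genes gave 3 lower and 10 not passed of 13 (6 lower when adjusted over the list alone; adjusted p = 7.82e-05, and adjusted p = 0.0708 with an estimated correlation). Hmox1 was 38.6 ± 1.18 against 84.4 ± 9.71 TPM. Lysosome genes gave 1 higher, 4 lower and 18 not passed of 23 (1 higher and 12 lower when adjusted over the list alone; adjusted p = 4.95e-07, and adjusted p = 0.0659 with an estimated correlation). Type I interferon response genes gave 5 lower and 14 not passed of 19 (8 lower when adjusted over the list alone), with the transcription factor gene Irf7 at 0.451 ± 0.209 against 3.57 ± 0.870 TPM (adjusted p = 6.22e-06, and adjusted p = 0.0655 with an estimated correlation), a call that ended with the filter at 5 TPM (0.0737, over a range of 8.72e-10 to 0.0737). Ectoenzymes gave 1 lower and 3 not passed of 4 (2 lower when adjusted over the list alone) as a list that was lower (adjusted p = 0.00420, and adjusted p = 0.114 with an estimated correlation).

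MHC class II presentation genes, part of the gate, gave 6 higher and 5 not passed of 11 (8 higher and 1 lower when adjusted over the list alone; adjusted p = 4.79e-11, and adjusted p = 0.0614 with an estimated correlation). H2-DMa, a peptide-loading chaperone gene, was 34.3 ± 1.67 against 8.94 ± 1.50 TPM. Reads of H2 genes are partly shared between paralogs. Integrin and adhesion genes gave 2 higher, 1 lower and 16 not passed of 19 (6 higher and 2 lower when adjusted over the list alone; adjusted p = 0.000327, and adjusted p = 0.0614 with an estimated correlation). The lower one was Itgb2 (adjusted p = 0.0428 by limma), whose call ended with the sort label as a block. Itgb5 was 9.21 ± 2.29 against 1.93 ± 0.123 TPM and Itgav, whose product pairs with that of Itgb5 as a vitronectin receptor, was 9.35 ± 1.79 against 2.88 ± 0.850 TPM. The CX3CR1 macrophage and microglia-associated list, which holds the gate gene Cx3cr1, gave 4 higher, 2 lower and 7 not passed of 13 (5 higher and 2 lower when adjusted over the list alone), with Olfml3 at 3.68 ± 1.99 against 0.122 ± 0.134 TPM. It was called higher (adjusted p = 0.00753, and adjusted p = 0.294 with an estimated correlation), but not without CX3CR1-GFP 1 (0.388), CX3CR1-GFP 2A (0.284) or CX3CR1-GFP 2B (0.158), over a range of 0.00169 to 0.388.

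Several lists with called members were not called as lists. Phagocytosis and scavenger receptor genes gave 5 higher, 5 lower and 13 not passed of 23 (6 higher and 7 lower when adjusted over the list alone; adjusted p = 0.904; median log2 fold change -0.07, mean 0.02, test downward). Chemokines gave 4 higher, 4 lower and 11 not passed of 19 (6 higher and 4 lower when adjusted over the list alone; adjusted p = 0.422; median -0.13, mean 0.34, test upward). Cxcl2 was 84.1 ± 40.2 against 17.6 ± 3.11 TPM and Ccl6 was 149 ± 49.2 against 522 ± 102 TPM. Inflammatory cytokines and mediators gave 3 higher, 1 lower and 9 not passed of 13 (4 higher and 2 lower when adjusted over the list alone; adjusted p = 0.503; median -0.05, mean 0.08, test upward). The inflammasome sensor gene Nlrp3 was 8.39 ± 4.55 against 1.05 ± 0.333 TPM. Chemoattractant receptors gave 1 higher, 1 lower and 12 not passed of 14 (5 higher and 4 lower when adjusted over the list alone), the higher one being the gate gene Cx3cr1 and the lower one Ptafr, the platelet-activating factor receptor gene, at 40.5 ± 7.05 against 79.5 ± 3.21 TPM (adjusted p = 0.839; median -0.31, mean 0.08, test downward). Conventional dendritic cell genes gave 2 lower and 17 not passed of 19 (2 higher and 2 lower when adjusted over the list alone; adjusted p = 0.832; median 0.04, mean -0.10, test upward). Clec10a was 31.5 ± 4.73 against 189 ± 21.2 TPM. Monocyte genes gave 3 lower and 13 not passed of 16 (3 higher and 5 lower when adjusted over the list alone; adjusted p = 0.171). Ifitm3, of a family of similar sequence, was 119 ± 17.6 against 272 ± 14.5 TPM. Lipid-associated macrophage genes gave 1 higher and 10 not passed of 11 (1 higher and 2 lower when adjusted over the list alone; adjusted p = 0.832; median -0.16, mean 0.08, test upward). The higher one was Cd9 (adjusted p = 0.0348 by limma), whose call ended with the sort label as a block. Costimulation and activation genes gave 2 higher and 6 not passed of 8 (3 higher and 1 lower when adjusted over the list alone; adjusted p = 0.105). Cd83 was 206 ± 28.7 against 103 ± 11.4 TPM and Icosl was 8.60 ± 2.16 against 3.20 ± 0.801 TPM. That list was called higher without double-negative 1 (0.0237), double-negative 2A (0.0165) or double-negative 2B (0.0162), over a range of 0.0152 to 0.182.

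By limma, none of the 20 immediate-early and dissociation stress genes, 15 cell cycle genes or 8 large peritoneal cavity macrophage genes was called in this comparison, with 3, 1 and 3 at unadjusted p below 0.05. Adjusted over the list alone, 1 cavity macrophage gene was higher and 1 lower. Fos, a gene that tissue digestion is known to induce, was 1715 ± 262 against 1327 ± 55.9 TPM. The immediate-early list (camera adjusted p = 0.0523) was called higher in 15 of 22 alternatives, over a range of 0.00112 to 0.357. Among these it was 0.0265 with the sort label as a block, 0.0110, 0.0381 and 0.0118 without double-negative 1, double-negative 2A and CX3CR1-GFP 2B, 0.0409 without CX3CR1-GFP 2A, and 0.0421, 0.0277 and 0.0461 without CCR2-RFP 1, 2A and 2B.

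Among other cell types, none of 14 skeletal muscle, 8 fibroblast, 5 endothelial, 4 mesothelial, 4 T and NK cell, 3 mast cell and 2 eosinophil markers was called by limma, with 0 at unadjusted p below 0.05 in each. As lists, muscle (adjusted p = 0.139) and fibroblast markers (adjusted p = 0.130) were not called. With the sort label as a block both were called higher, at 0.0327 (over a range of 0.0174 to 0.832) and 0.0178 (over a range of 0.00148 to 0.989). By limma, none of 4 neutrophil and 2 adipocyte markers was called either, with 1 at unadjusted p below 0.05 in each, and 1 adipocyte marker was higher when adjusted over the list alone. B cell markers gave 1 higher and 1 not passed of 2 (1 higher and 1 lower when adjusted over the list alone). The higher one was Cd79b, at 2.53 ± 1.05 against 0.297 ± 0.268 TPM (adjusted p = 0.0260), whose call ended without double-negative 1 (0.117), without double-negative 2A (0.0982) and with the sort label as a block (0.0526), over a range of 0.0272 to 0.123. Muscle markers summed to 2435 TPM in CX3CR1-GFP 2A against 355 and 304 TPM in sorts 1 and 2B, and to 348, 499 and 393 TPM in the double-negative libraries. Mitochondrially encoded mRNA made up 4.47 ± 1.35% of the listed sum against 4.80 ± 0.755%, and its list was called lower (adjusted p = 0.0385, and adjusted p = 0.534 with an estimated correlation), but not without double-negative 1 (0.163), double-negative 2B (0.0807) or CX3CR1-GFP 2B (0.347), over a range of 0.000531 to 0.347.

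In total 118 genes were higher and 163 lower in CX3CR1-GFP than in double-negative cells, 208 of them by at least 2-fold. Another 9855 did not pass, and 1522 in all had an unadjusted p below 0.05. The libraries did not overlap for 21.1% of genes, where chance gives 10%. Of the 91 ribosomal protein genes, 0 were higher and 1 lower (median log2 fold change -0.14). Single libraries moved these counts: higher genes numbered 67, 57 and 64 without double-negative 1, 2A and 2B and 68 without CX3CR1-GFP 2A, and lower genes 62, 69, 74 and 97 in the same order. The share of calls that were higher was 42.0%, against 70.7% with mitochondrial and ribosomal protein genes left out and the listed sums rescaled. The share was 59.5% with protein-coding genes other than Siglece rescaled and 50.9% after quantile normalization. Leaving out mitochondrial and ribosomal protein genes and rescaling the listed sums together moved the median log2 fold change of all genes from -0.03 to 0.18. The 2 changes were not separated in this comparison.

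The 2 reporter-positive populations, both sorted as positive for MHC class II, were compared last. In CX3CR1-GFP cells 4 P2 receptor genes were higher than in CCR2-RFP cells, P2ry12 at 29.0 ± 0.825 against 3.75 ± 1.33 TPM (2.70, SE 0.207, adjusted p = 1.38e-05) and P2ry13 at 16.0 ± 2.99 against 1.06 ± 1.02 TPM (3.17, SE 0.339, adjusted p = 8.97e-05), then P2ry6 at 28.4 ± 3.62 against 6.15 ± 1.45 TPM (2.05, SE 0.196, adjusted p = 4.56e-05). P2rx7 was 31.9 ± 8.08 against 8.21 ± 1.41 TPM (1.82, SE 0.205, adjusted p = 0.000128). P2ry1 was 0.209 ± 0.0889 against 5.67 ± 0.852 TPM (-2.46, SE 0.209, adjusted p = 2.57e-05) and P2ry10 0.256 ± 0.0909 against 4.72 ± 1.06 TPM (-2.17, SE 0.203, adjusted p = 4.09e-05). P2rx4, at 20.1 ± 2.71 against 19.5 ± 1.86 TPM, did not pass (0.04, SE 0.148, adjusted p = 0.871), and was called with protein-coding genes other than Siglece rescaled (0.0311, over a range of 0.0311 to 0.928). P2ry14, at 1.12 ± 0.461 against 0.605 ± 0.0551 TPM, did not pass either (0.38, SE 0.228, adjusted p = 0.258).

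Of the 8 P2 genes tested, 4 were higher, 2 lower and 2 not passed in CX3CR1-GFP against CCR2-RFP cells, with 4 and 2 when adjusted over the list alone. The P2Y list gave 3 higher, 2 lower and 1 not passed of 6 (camera adjusted p = 0.145), and was called higher without CCR2-RFP 1 (4.56e-05), CCR2-RFP 2A (4.97e-05) or CCR2-RFP 2B (8.21e-05), where P2ry1 and P2ry10 leave the test (4.39e-05 to 0.431 over 22 alternatives). Both adenosine receptor genes were lower, Adora2b at 0.373 ± 0.340 against 8.51 ± 2.49 TPM (-2.79, adjusted p = 3.59e-05) and Adora3 at 0.229 ± 0.177 against 1.74 ± 0.563 TPM (-1.14, adjusted p = 0.00575). Ectoenzyme genes gave 3 higher and 1 not passed of 4 (4 higher when adjusted over the list alone), with Cd38 at 7.21 ± 1.66 against 1.45 ± 0.735 TPM (list adjusted p = 0.00414, and adjusted p = 0.114 with an estimated correlation).

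Among the genes with the largest fold changes, Retnla was 212 ± 52.2 TPM in CX3CR1-GFP against 13068 ± 2701 TPM in CCR2-RFP cells (-5.94, SE 0.210, adjusted p = 5.56e-07), and Lyz1 was 7.03 ± 3.55 against 1046 ± 131 TPM (-7.13, SE 0.437, adjusted p = 4.44e-06). The fibronectin gene Fn1 was 35.1 ± 29.3 against 1181 ± 165 TPM (-5.50, adjusted p = 0.000114), and Il6 was 1.37 ± 1.38 against 83.5 ± 22.5 TPM (-5.31, adjusted p = 1.54e-05). In the other direction, Cd93, a surface glycoprotein gene, was 60.7 ± 5.17 against 2.16 ± 1.60 TPM (4.40, SE 0.337, adjusted p = 1.40e-05), and the scavenger receptor gene Stab1 was 87.5 ± 3.49 against 6.77 ± 4.27 TPM (3.65, adjusted p = 2.76e-05). Gpr34, a lysophosphatidylserine receptor gene, was 71.1 ± 1.88 against 6.05 ± 2.50 TPM (3.42, adjusted p = 9.27e-06), and Lilra5 was 17.4 ± 4.23 against 0.0473 ± 0.0575 TPM (4.11, adjusted p = 2.57e-06).

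The CX3CR1 and resident macrophage lists were higher in CX3CR1-GFP than in CCR2-RFP cells. The CX3CR1 macrophage and microglia-associated list gave 12 higher and 1 lower of 13 (adjusted p = 4.94e-11, and adjusted p = 0.0614 with an estimated correlation). Apoe, the apolipoprotein E gene, was 1409 ± 222 against 295 ± 73.7 TPM and C1qc was 223 ± 23.8 against 74.4 ± 5.76 TPM. Resident macrophage genes gave 18 higher, 1 lower and 6 not passed of 25 (19 higher and 1 lower when adjusted over the list alone; adjusted p = 4.94e-11, and adjusted p = 0.0812 with an estimated correlation). Maf was 167 ± 19.4 against 31.2 ± 6.14 TPM and Csf1r was 204 ± 7.38 against 63.4 ± 3.77 TPM. Phagocytosis and scavenger receptor genes gave 12 higher, 1 lower and 10 not passed of 23 (adjusted p = 9.95e-07, and 0.0454 with an estimated correlation). Colec12 was 22.4 ± 4.85 against 2.15 ± 1.07 TPM. Iron and haem genes gave 6 higher, 1 lower and 6 not passed of 13 (adjusted p = 0.000203, and adjusted p = 0.0812 with an estimated correlation). Slc40a1 was 11.8 ± 1.28 against 1.16 ± 0.776 TPM. Complement genes gave 8 higher, 3 lower and 6 not passed of 17 (9 higher and 3 lower when adjusted over the list alone; adjusted p = 0.000709, and adjusted p = 0.0659 with an estimated correlation). C3ar1, the C3a receptor gene, was 188 ± 16.0 against 52.4 ± 10.3 TPM. Chemokines gave 7 higher, 4 lower and 8 not passed of 19 (9 higher and 4 lower when adjusted over the list alone), with Ccl12 at 69.1 ± 46.6 against 2.84 ± 2.29 TPM and Ccl9 at 103 ± 14.9 against 390 ± 19.3 TPM. That list was called higher (adjusted p = 0.0352, and adjusted p = 0.366 with an estimated correlation) but not without CX3CR1-GFP 2A (0.185), over a range of 0.00655 to 0.433.

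Monocyte genes gave 12 lower and 4 not passed of 16 (14 lower when adjusted over the list alone; adjusted p = 1.11e-07, and adjusted p = 0.0659 with an estimated correlation). S100a4 was 28.0 ± 11 against 240 ± 35.5 TPM. Conventional dendritic cell genes gave 2 higher, 12 lower and 5 not passed of 19 (3 higher and 12 lower when adjusted over the list alone; adjusted p = 0.00433, and adjusted p = 0.0659 with an estimated correlation). Cd24a was 4.25 ± 1.81 against 82.0 ± 6.20 TPM and Itgax, which encodes CD11c, was 0.611 ± 0.646 against 8.75 ± 0.534 TPM. Integrin and adhesion genes gave 4 higher, 11 lower and 4 not passed of 19 (4 higher and 14 lower when adjusted over the list alone; adjusted p = 0.00644, and adjusted p = 0.0693 with an estimated correlation). Cd44 was 25.1 ± 3.21 against 110 ± 7.03 TPM. MHC class II presentation genes gave 10 lower and 1 not passed of 11 (adjusted p = 2.37e-06, and adjusted p = 0.0812 with an estimated correlation). H2-DMb2 was 0.527 ± 0.411 against 29.6 ± 3.74 TPM. Cell cycle genes gave 4 lower and 11 not passed of 15 (adjusted p = 0.0107, and adjusted p = 0.336 with an estimated correlation). Ube2c was 0.511 ± 0.884 against 3.83 ± 1.35 TPM. With the filter at 5 TPM the calls of the dendritic cell list (0.467, over a range of 5.03e-06 to 0.467) and of the cell cycle list (0.596, over a range of 3.60e-06 to 0.596) ended.

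Other lists held called members and were not called as lists in this comparison. Chemoattractant receptors gave 6 higher, 4 lower, among them the gate gene Ccr2, and 4 not passed of 14 (6 higher and 5 lower when adjusted over the list alone; adjusted p = 0.0615). Lysosome genes gave 8 higher, 5 lower and 10 not passed of 23 (10 higher and 6 lower when adjusted over the list alone; adjusted p = 0.0738). Inflammatory cytokines and mediators gave 2 higher, 5 lower and 6 not passed of 13 (3 higher and 6 lower when adjusted over the list alone; adjusted p = 0.0656), type I interferon response genes 2 higher, 1 lower and 16 not passed of 19 (adjusted p = 0.0623), and immediate-early and dissociation stress genes 5 higher, 3 lower and 12 not passed of 20 (adjusted p = 0.0623). These 5 lists were called in 7, 6, 9, 8 and 10 of 22 alternatives, with the sort label as a block at 0.0457 for chemoattractant receptors, 0.0457 for inflammatory mediators and 0.0451 for immediate-early genes. Costimulation and activation genes gave 2 higher, 3 lower and 3 not passed of 8 (adjusted p = 0.830; median log2 fold change -0.20, mean -0.07, test upward), with Cd83 at 206 ± 28.7 against 87.1 ± 2.26 TPM. Lipid-associated macrophage genes gave 2 higher, 5 lower and 4 not passed of 11 (adjusted p = 0.186), and large peritoneal cavity macrophage genes 1 higher, 1 lower and 6 not passed of 8 (adjusted p = 0.576).

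Muscle markers, none of 14 called by limma and 0 at unadjusted p below 0.05, were higher as a list in CX3CR1-GFP cells (adjusted p = 0.0102, and adjusted p = 0.601 with an estimated correlation), but not without CCR2-RFP 1 (0.106), CX3CR1-GFP 2A (0.115) or CCR2-RFP 2B (0.0978), over a range of 4.71e-12 to 0.115. Neutrophil markers gave 1 higher and 3 not passed of 4, Csf3r, the G-CSF receptor gene, being 3.05 ± 0.429 against 0.567 ± 0.426 TPM (list adjusted p = 0.0333, and adjusted p = 0.336 with an estimated correlation; 0.115 without CX3CR1-GFP 2A, over a range of 0.00606 to 0.285). B cell markers gave 2 higher of 2, Ighm being 45.2 ± 7.28 against 13.7 ± 0.380 TPM, and T and NK cell markers gave 2 lower and 2 not passed of 4 (adjusted p = 0.255). Eosinophil markers gave 1 lower and 1 not passed of 2, Ear2 being 3.85 ± 4.28 against 335 ± 98.2 TPM, and mesothelial markers gave 1 lower, Aldh1a2, and 3 not passed of 4 (adjusted p = 0.904; median log2 fold change 0.30, mean -0.69, test downward). Mast cell markers gave 2 lower and 1 not passed of 3 (3 lower when adjusted over the list alone; adjusted p = 0.127), Mcpt4 being 0.448 ± 0.724 against 7.17 ± 7.45 TPM, and the list was called without CCR2-RFP 2B (0.0371, over a range of 0.0252 to 0.218). Fibroblast markers gave 1 higher, Dcn at 29.4 ± 10.9 against 9.88 ± 2.97 TPM, and 7 not passed of 8 (0 when adjusted over the list alone; adjusted p = 0.0738). The fibroblast list was called higher in 11 of 22 alternatives, among them with the sort label as a block (0.0142), over a range of 0.00628 to 0.296. Endothelial markers gave 1 higher, Prox1 at 1.19 ± 0.639 against 0.170 ± 0.129 TPM, and 4 not passed of 5 (adjusted p = 0.0505). That list was called higher in 6 of 18 alternatives, among them with the sort label as a block (0.0384), over a range of 0.0142 to 0.193. The mitochondrially encoded list, none of 6 called by limma and 2 at unadjusted p below 0.05, was higher (adjusted p = 0.0352, and adjusted p = 0.534 with an estimated correlation) but not without CX3CR1-GFP 1 (0.0911), CCR2-RFP 1 (0.11) or CX3CR1-GFP 2A (0.0967), over a range of 0.000775 to 0.202.

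In total 908 genes were higher and 1758 lower in CX3CR1-GFP than in CCR2-RFP cells, 1514 of them by at least 2-fold. Another 7470 did not pass, and 3817 in all had an unadjusted p below 0.05. The libraries did not overlap for 39.4% of genes, where chance gives 10%. Ribosomal protein genes gave 0 higher and 78 lower of 91. The direction of the majority depends on the scaling: 34.1% of calls were higher, against 64.2% with mitochondrial and ribosomal protein genes left out and the listed sums rescaled. The share was 68.3% with protein-coding genes other than Siglece rescaled and 48.9% after quantile normalization. These scalings moved the median log2 fold change of all genes from -0.11 to 0.21 for the first, to 0.27 for the second and to 0.01 for the third. Over the 3 populations, 2779 of the 10136 genes (27.4%) differed by the F test.

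**Figure D3:**
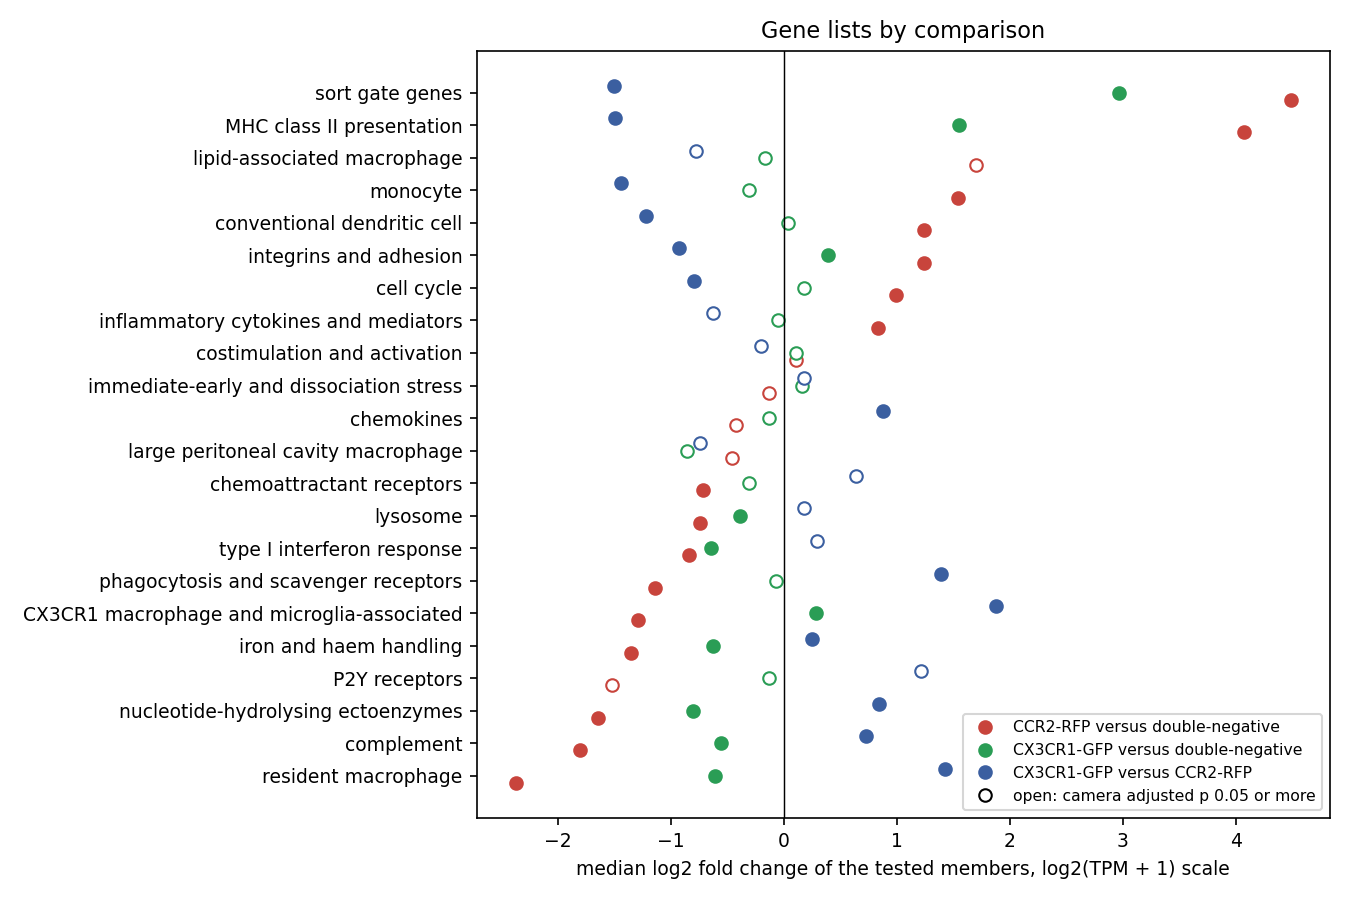
Median log2 fold change of the tested members of the gene lists drawn, on the horizontal axis, with lists on the vertical axis. Each comparison has a colour, and symbols are open where the camera adjusted p was 0.05 or more. Over all lists tested, drawn or not, 45 of 90 list tests were called at the preset correlation and 5 with an estimated correlation.

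Genes called against double-negative cells in both reporter-positive populations were also counted. In both, 63 genes were higher and 97 lower, where independent calls would give 17.6 and 16.1, and 50 simulations of unchanged populations sharing the double-negative libraries gave a mean of 0 and 0.0200. Such simulations call almost no gene in either comparison, so they set no level for the overlap of real calls. Opposite calls were made for 20 genes higher in CCR2-RFP and lower in CX3CR1-GFP cells, such as Retnla, and for 9 genes lower in CCR2-RFP and higher in CX3CR1-GFP cells, such as Cd93 and Lilra5. Besides the MHC class II genes, Il1b and Cxcl2 were higher in both. Clec10a was lower in both, at 189 ± 21.2 TPM in double-negative, 33.6 ± 9.40 in CCR2-RFP and 31.5 ± 4.73 in CX3CR1-GFP cells, as were Fcna and C4b. The covariance of the 2 sets of fold changes was 0.119 against 0.0521 in the simulations, a difference of 0.0673. Their correlation was 0.305 against 0.496 simulated, and 57.1% of genes had the same sign against 66.5% simulated, measures that real effects in 1 comparison alone also lower. The 160 shared calls numbered 77, 71 and 84 without double-negative 1, 2A and 2B, and 3 shared libraries are too few to divide between the comparisons.

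**Figure D4:**
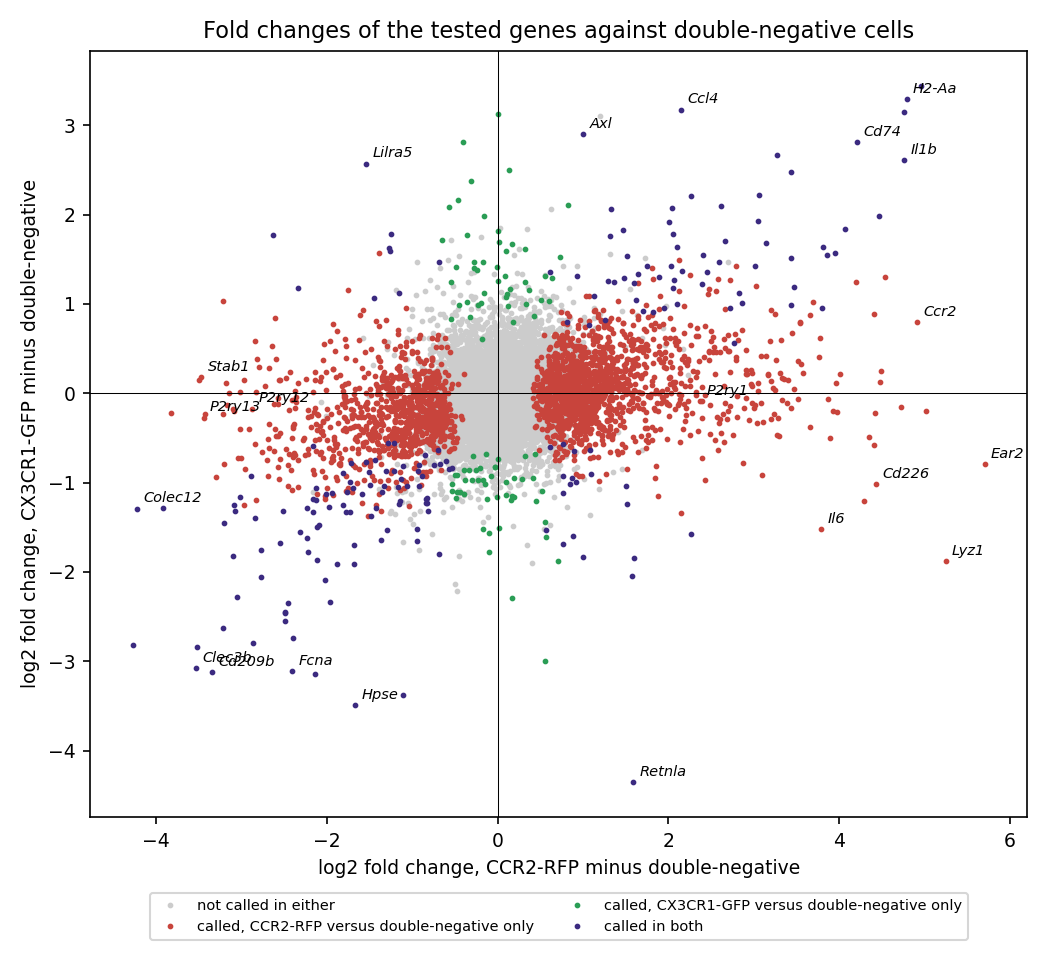
Log2 fold change of CX3CR1-GFP minus double-negative on the vertical axis against CCR2-RFP minus double-negative on the horizontal axis, 1 point per gene tested. Colours separate genes called in both comparisons (189), in CCR2-RFP alone (2324), in CX3CR1-GFP alone (92) and in neither (7531).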

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

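The alternatives with protein-coding genes rescaled, without sort 2A and with the second sort alone were chosen after the results were seen, as were all alternatives for the number of shared calls. Of 322 named gene results, 266 were called, and 233 kept their side of the threshold under all alternatives run, and their direction where called. Direction was not compared for results that were not called. No called result among these 322 changed direction. Among all genes tested, some called in CX3CR1-GFP against CCR2-RFP cells changed sign under other scalings, whether or not called there. These were 1 gene without mitochondrial and ribosomal protein genes, 3 after quantile normalization and 4 with protein-coding genes rescaled. Of 90 list results, 45 were called, and 51 kept their side of the threshold under all alternatives run, and their direction where called. These alternatives all used the preset correlation. With an estimated correlation, 5 of the 45 list calls remained. Depth is unknown, so its limit on low genes cannot be stated. P2 receptor calls for P2ry12, P2ry13, P2ry6 and P2rx7 in CCR2-RFP against double-negative cells stayed under 0.05 in all alternatives run, with the highest adjusted p at 0.00112, 0.00146, 0.00475 and 0.00318.

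Counts that moved by over 1.5 times are given by setting. With a fold change of at least 2 required, CCR2-RFP against double-negative gave 845 higher and 618 lower, and CX3CR1-GFP against CCR2-RFP 530 higher and 984 lower, fewer by construction. With no filter on low values, CX3CR1-GFP against double-negative gave 64 higher and 82 lower, with 85 shared calls in place of 160. The filter at 5 TPM gave 5 P2 genes in CCR2-RFP against double-negative, where fewer genes are tested, and 578 higher genes in CX3CR1-GFP against CCR2-RFP. Without mitochondrial and ribosomal protein genes and with the listed sums rescaled, CX3CR1-GFP against double-negative gave 193 higher and 80 lower. With the same setting, CX3CR1-GFP against CCR2-RFP gave 1561 higher and 872 lower. Quantile normalization gave 1158 lower in the latter. Rescaled protein-coding genes gave 809 higher in CCR2-RFP against double-negative, and 1709 higher and 793 lower in CX3CR1-GFP against CCR2-RFP. Apart from the settings with fewer genes or samples, the cause was not tested here.

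Without sort 2A, counts were 914 higher in CCR2-RFP against double-negative with 5 P2 genes, 33 higher and 55 lower in CX3CR1-GFP against double-negative, 1137 lower in CX3CR1-GFP against CCR2-RFP, 1769 by the F test and 54 shared. With the second sort alone, they were 664 higher and 507 lower with 4 P2 genes, 10 higher and 15 lower, 460 higher and 799 lower, 1210 by the F test and 18 shared. Leaving out 1 library at a time gave 988 to 1673 higher genes and 5 to 8 P2 genes in CCR2-RFP against double-negative, 57 to 117 higher and 62 to 155 lower in CX3CR1-GFP against double-negative, and 71 to 144 shared calls.

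With the sort label as a block, counts were 1468 higher and 960 lower, 109 higher and 147 lower, and 926 higher and 1740 lower in the 3 comparisons. The block ended 7 named gene calls and brought 9 list calls, for 54 lists called; it changed no other call of a named gene or list. In CX3CR1-GFP against double-negative cells the calls ended were Cd79b and 5 other list members. These 5 were Cd9 (adjusted p = 0.0682), Ifitm6 (0.0502), Itgb2 (0.0590), Oasl1 (0.0595) and Ftl1 (0.0590). In CX3CR1-GFP against CCR2-RFP cells the call of Cpa3 ended (0.0717). The lists are given in the report. With the 2 reporter-positive populations exchanged, as the description field would have it, the difference of CX3CR1-GFP minus CCR2-RFP would take the opposite sign, 102 TPM for Ccr2 and -9.02 TPM for Cx3cr1. No F test was made with the fold requirement or with only the 2 populations compared, and no list test with the fold requirement.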

Other observations

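The tests in this part were chosen after the results were seen. The exceptions are the main calls and the setting without mitochondrial and ribosomal protein genes, which were fixed beforehand.

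Some genes set CX3CR1-GFP cells apart from both other populations. Lair1, which encodes an inhibitory collagen receptor, was 11.6 ± 1.51 TPM in double-negative, 1.52 ± 0.555 in CCR2-RFP and 27.5 ± 2.20 in CX3CR1-GFP cells (SD, n = 3), and Tlr13, a sensor of bacterial ribosomal RNA, was 4.09 ± 0.651, 0.866 ± 0.228 and 9.63 ± 1.24 TPM. Gda, the guanine deaminase gene, ran the other way, at 52.1 ± 2.06, 160 ± 5.21 and 13.9 ± 1.83 TPM. These genes were chosen after their values were seen, among the 9 and 20 genes called in opposite directions against double-negative cells.

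Other splits of the libraries were compared with the real groups. For pairs of populations there are 10 splits of 6 libraries, too few for a share under 0.05. The real split called 2513 genes and 8 P2 genes for CCR2-RFP against double-negative, and 1 split of 10, the real one, reached each (highest other 1 and 0). For CX3CR1-GFP against double-negative it called 281 genes, reached by 1 split of 10 (highest other 0), and 0 P2 genes by limma, with 2 at unadjusted p below 0.05, which all 10 splits reach. For CX3CR1-GFP against CCR2-RFP it called 2666 genes and 6 P2 genes, each reached by 1 split of 10 (highest other 0). Over all 3 populations, 1 of 100 splits, the real one, reached 2779 genes by the F test (highest other 1981). These splits ignore the pairing by animal, so the 36 splits that keep 1 library of each sort label in every group were also counted. Of these, 1, the real one, reached 2779 (highest other 1981). A share of 1 in 36 is under 0.05, but it is the lowest that 36 splits can give. It argues against chance there without excluding it. For pairs of populations 4 of the 10 splits keep the pairing, and the others among them called 0 genes.

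The 63 genes higher in both reporter-positive populations raise the question of CCR2-RFP cells in the small CX3CR1-GFP gate, which the sort on both reporters was set to keep out. Carried-over cells would bring their abundant transcripts, but over 52 genes at least 8-fold higher in CCR2-RFP cells and at 20 TPM or more there, CX3CR1-GFP cells held a median of 1.93% of the excess over double-negative cells (quartiles -0.912% and 11.8%). With MHC class II genes left out of this set, 45 genes gave 1.22% (quartiles -1% and 7.38%). The shared genes held a median of 45.9%. Ccr2 itself gave 2.43%, while H2-Aa gave 34.1% and Cd74 35.0%. These values argue against carried-over CCR2-RFP cells as the source of the shared rise. Part of the overlap may still come from the shared double-negative libraries, and a shared state of MHC class II-positive cells stays open as a hypothesis that was not tested.

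Skeletal muscle markers were high in the CCR2-RFP and CX3CR1-GFP libraries of sort 2A. Their log2 profiles correlated at r = 0.978 between these 2 libraries, but also at 0.971 and 0.984 with the mean double-negative profile, so the r says nothing of how the transcripts came into these 2 tubes. A batch effect of the whole second sort is argued against by sort 2B, which differed from sort 1 by a median log2 ratio of 0.11 in CX3CR1-GFP and 0.10 in CCR2-RFP libraries. Myh4 was 249 ± 296 TPM in CX3CR1-GFP, 116 ± 175 in CCR2-RFP and 102 ± 20.6 in double-negative libraries. Muscle RNA carried into those tubes stays open, and no biological explanation was tested.

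More genes were higher than lower in CCR2-RFP against double-negative cells (60.2% of calls). Leaving out 1 class of genes and rescaling the rest gave 61.0% for genes other than protein-coding, 59.6% for ribosomal protein genes, 59.8% for mitochondrial genes and 59.8% for Siglece. These settings shifted the other genes by a mean log2 of 0.00223, 0.0104, -0.0105 and -0.00696 between the populations. The median log2 fold change of all genes was 0.09. With the share still at 59.6 to 61.0%, the values argue against each of these classes, taken alone, as the source of the excess. Settings that also rescale the listed sums gave less, 52.6% with all libraries scaled to a common sum, 49.4% with mitochondrial and ribosomal protein genes left out, and 36.1% with protein-coding genes other than Siglece and mitochondrial genes. The last setting changes several things together, so its value cannot be put down to any of them. The part of the TPM total that the table does not list stays open, as does a difference in RNA content between the populations, which was not tested.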
